A study of Mus musculus with 16 samples. Its data were reported in "Identification of a novel PPARβ/δ/miR‐21‐3p axis in UV‐induced skin inflammation" (2016).

How the data were processed

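Dorsal skin was taken from hairless albino female mice with (Ppard+/+) or without (Ppard-/-) a functional gene for the nuclear receptor PPARβ/δ. The mice were on a mixed SKH1, C57/Bl6 and SV129 background. In each genotype, 4 mice were left non-irradiated and 4 received UVB for 12 weeks, at 70 mJ/cm2 and 3 sessions per week, which gave 4 groups of 4 animals and 16 arrays. Group and replicate number were taken from the submitters' labels. Total RNA was extracted with TRIzol, amplified by a whole-transcript protocol, labelled and hybridised to Affymetrix Mouse Gene 1.0 ST arrays, with 1 array per animal.

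The deposited values are log2 expression levels, which the authors obtained by background correction, quantile normalization between arrays and summary of each probe set with RMA. The submitters' processing notes name Affymetrix Power Tools and RMA, and the versions are not given in the sources used here. The table held 35557 rows for the 16 arrays, with values between 1.69 and 14.5 and 0 missing values. Array medians lay between 6.37 and 6.43. No further normalization was applied. As quantile normalization gives all arrays nearly the same distribution, a change of total RNA output per cell cannot be seen in these values, and all changes are relative to the rest of the array. The genome build behind the probe sets is not given in the sources used here, and no coordinates are printed.

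Gene symbols came from a table that assigns the array's probe sets to genes, in which 21789 rows had 1 gene symbol, 1621 had several and 12147 had none in the table used. Of the rows with 1 symbol, 21698 were matched to a RefSeq gene table of the mouse assembly GRCm38.p6, and the number of symbols that needed an update was 0. That table was used only for gene names and for which genes lie near each other. Where a gene had several rows, the one with the highest mean over the 16 arrays stood for it, which left 19938 genes. A probe set of this array covers many parts of a transcript and reports its sum over isoforms.

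Differences between groups were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), the method the study's methods name. One mean was fitted per group over all 16 arrays, so that all groups shared the estimate of the spread, with no block. The 5 comparisons were UV against no UV in Ppard+/+ skin, the same in Ppard-/- skin, Ppard-/- against Ppard+/+ skin without UV, the same genotype comparison after UV, and the difference between the UV effects (Ppard-/- minus Ppard+/+). P-values were two-sided and adjusted by Benjamini-Hochberg over all 35557 rows of a comparison, and a row passed with an adjusted p under 0.01. Changes are log2 fold changes with their standard error (SE) from the fit, and all adjusted p-values of genes are limma's.

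Gene groups were tested with limma's camera at a preset inter-gene correlation of 0.01, two-sided, with the 19938 gene rows as background, and adjusted by Benjamini-Hochberg over 32 lists and 5 comparisons together (160 tests), with a threshold of 0.05. Camera with a correlation estimated from the data and fry, which asks whether the genes of a list move on balance in 1 direction without comparing them with other genes, were run beside it. The 14 gene lists were PPAR-responsive lipid genes, cytokines and chemokines, the TGF-beta pathway, the cornified envelope and differentiation, stress keratins with antimicrobial epidermal genes, collagens with dermal matrix, matrix proteases with their inhibitors, the cell cycle, the p53 and DNA damage response, the interferon response, NRF2 antioxidant genes, sterol synthesis, the circadian clock and immediate early genes. The 18 marker lists stood for cell types that whole skin can hold: basal keratinocytes, macrophages, neutrophils, T cells, B and plasma cells, mast cells, dendritic and Langerhans cells, fibroblasts, endothelium, skeletal muscle, smooth muscle with pericytes, adipocytes, hair follicle, sebaceous gland, melanocytes, Schwann cells, red blood cells and Y-linked genes. Of 603 list entries, 549 had a row of their own, and the others were not analysed here. The score of a list on an array is the mean of its members after each was centred on its mean over the 16 arrays.

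Named genes followed a rule: the 23 genes the study dealt with, of which 20 had a row; per comparison, the 10 genes that rose most and the 10 that fell most among those that passed without overlap between the 4 arrays of either group; and, per list, up to 4 members with the largest change among those that passed, or the member with the smallest p. Where fewer than 5 genes passed, the 5 smallest p-values in each direction were added. Predicted genes, olfactory receptors and small RNAs were counted but not named. Lists, named-gene rule, tests, thresholds and the alternatives described next were fixed before the data were examined, apart from those named as added.

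The alternatives were cyclic loess or median scaling on top of the deposited values, leaving out dim rows (a row stayed with values above 6.40 on at least 4 arrays, which 18838 rows met), 1 row per gene, a fit on the 2 groups compared alone, the replicate number as a block, eBayes with trend and robust, array weights, an adjusted p under 0.05, a fold of at least 1.5, a marker score (skeletal muscle, hair follicle or adipocytes) as a covariate, and each array left out in turn. Leaving out both arrays that stood apart, and the UV and genotype effects averaged over the groups, were added after the data had been seen. Whether genotype differences cluster around Ppard was asked with Fisher's exact test, two-sided, on genes with an adjusted p under 0.05 within 10 Mb of Ppard against all other genes. The UV effects of the genotypes were compared across genes, which are not independent replicates, and the comparisons share no array.

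The gene and list tests were tested on simulated data, drawn with the means and spread of the real 35557 rows, in which 100 rows per size were changed. Rows changed by 1 log2 unit were recovered in 66% of cases for UV in Ppard+/+ skin, 81% for UV in Ppard-/- skin, 77% for genotype without UV, 74% for genotype after UV and 63% for the difference of the UV effects. At 2 log2 units the shares were 98%, 95%, 97%, 94% and 92%. Each share rests on 100 rows, and whether the shares differ between comparisons was not tested. A list shifted on purpose was found in all 5 simulations, and of the 31 other lists 0 were called by camera. The simulated genes vary independently, unlike genes of 1 cell type in tissue. Precision is limited by the number of arrays, 4 per group.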

Results

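Transcript levels were measured on 16 arrays in whole dorsal skin of Ppard+/+ and Ppard-/- mice, of which 4 per genotype were non-irradiated and 4 per genotype had received UVB for 12 weeks. PPARβ/δ, encoded by Ppard, is a nuclear receptor that responds to fatty acids. All levels and changes are on the log2 scale, with n = 4 mice per group. Arrays correlated with each other at r between 0.967 and 0.992 over all rows, and 0 pairs held identical values. The first principal component took 23.9% of the variance, and irradiated arrays scored from -0.03 to 40.2 on it against -44.4 to -8.43 for non-irradiated arrays. On the second component, with 14.6% of the variance, non-irradiated Ppard-/- replicate 1 (-45.9) and non-irradiated Ppard+/+ replicate 4 (39.2) stood farthest out, and these are the arrays said to stand apart.

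The first comparison asked what 12 weeks of UVB did to the skin of mice with PPARβ/δ. More genes fell than rose: 175 rows passed, of which 159 fell and 16 rose. At an adjusted p under 0.05 the numbers were 186 up and 677 down. Itgax, the CD11c integrin of dendritic cells and macrophages, fell by 2.21 (SE 0.35, adjusted p = 0.00668). Rgs1, a regulator of G protein signalling in leukocytes, fell by 2.22 (SE 0.31, adjusted p = 0.00422). Mamdc2 fell by 2.65 (SE 0.36, adjusted p = 0.00422) and Tm4sf19 fell by 2.15 (SE 0.32, adjusted p = 0.00643). Atp6v0d2, a subunit of the vacuolar proton pump, fell by 1.97 (SE 0.34, adjusted p = 0.00839). Bex1 (-2.03), Glipr1 (-1.88), the lysosomal transporter Slc15a3 (-1.84), Arhgap25 (-1.83) and Cd180 (-1.78) completed the 10 named genes that fell most. Olah, a thioesterase that releases free fatty acids in their synthesis, rose by 1.57 (SE 0.26, adjusted p = 0.00785). The other named genes that rose were Rnf152 (1.03), Fhl2 (0.94), the imprinted long non-coding RNA Meg3 (0.92), Enah (0.69), Hmgn3 (0.67), the zinc transporter Slc30a4 (0.67), Fbxo30 (0.62), Kcnk2 (0.60) and Mark1 (0.55). All 130 nameable genes that passed had no overlap between irradiated and non-irradiated arrays. The 20 study genes with a row were chosen by the study itself and are not independent evidence. Of these 0 passed in limma and 5 had an unadjusted p under 0.05. The values ran from -1.07 for Adgre1 (adjusted p = 0.0437), which marks macrophages, to 0.67 for Cxcl10 (adjusted p = 0.355). Tgfb1 stood at -0.66 (adjusted p = 0.0545), Tnf at -0.42 (adjusted p = 0.197), Smad7 at 0.00 (adjusted p = 0.991), Snai2 at 0.40 (adjusted p = 0.131) and Ppard at 0.18 (adjusted p = 0.273). The count moved by more than 1.5 times without non-irradiated Ppard+/+ replicates 1 (3 rows), 2 (282), 3 (1) and 4 (7) and irradiated Ppard+/+ replicates 1 (0), 2 (345), 3 (1) and 4 (0). The same held without non-irradiated Ppard-/- replicate 3 (263) and irradiated Ppard-/- replicates 1 (27), 2 (33), 3 (28) and 4 (39). In these fits 0 of the 175 rows changed sign. The count was 0 when the fit held the Ppard+/+ arrays alone and 7 without both arrays that stood apart. It was 0 with the skeletal muscle or hair follicle score as a covariate and 1 with the adipocyte score. The fit on all arrays without a covariate had 5275 rows at an unadjusted p under 0.05.

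Camera placed 16 of the 32 lists past the threshold in Ppard+/+ skin, 10 down and 6 up. The macrophage markers were lower after UV (median -0.72, adjusted p = 8.95e-08, adjusted p = 0.425 with an estimated correlation). Of 13 members 0 passed the gene test, 5 fell adjusted over the list alone, and Cd68 stood at -1.95 (adjusted p = 0.01001). All 18 measured PPAR-responsive lipid genes were lower (median -0.29, adjusted p = 5.14e-08, adjusted p = 0.323 with an estimated correlation). Of these, 2 fell, the fatty acid transporter Cd36 (-1.20) and lipoprotein lipase, Lpl (-1.09), and 5 did so adjusted over the list alone. NRF2 antioxidant genes went the same way (median -0.17, adjusted p = 0.00194, adjusted p = 0.429 with an estimated correlation). Of 23 members 3 fell, the glutathione transferases Gstm1 (-1.09) and Gstm3 (-0.76) and the haem oxygenase Hmox1 (-0.71), and 8 did so adjusted over the list alone. A second, dimmer row of Gstm3 had -0.09 (adjusted p = 0.869). Matrix proteases and their inhibitors were lower (median -0.21, adjusted p = 0.000404, adjusted p = 0.609 with an estimated correlation). Adam8 was the 1 of 22 that fell (-1.16), and 6 adjusted over the list alone. Clock genes were lower (median -0.27, adjusted p = 0.00704, adjusted p = 0.350 with an estimated correlation). Bhlhe41, a repressor in the clock, was the 1 of 16 that fell (-1.39), and 2 adjusted over the list alone. Skeletal muscle markers were lower with 0 of 20 past the gene test (median -0.49, adjusted p = 1.10e-06, adjusted p = 0.534 with an estimated correlation). T cell markers were lower, of which 2 of 12 fell adjusted over the list alone (median -0.23, adjusted p = 0.00230, adjusted p = 0.429 with an estimated correlation). B and plasma cell markers were lower too (median -0.28, adjusted p = 0.00379, adjusted p = 0.573 with an estimated correlation), and their Cd22 stood at -0.80 (adjusted p = 0.0139). Interferon response genes were higher (median 0.36, adjusted p = 3.72e-07, adjusted p = 0.520 with an estimated correlation). Of 28 members 0 passed the gene test, with Ifi27l2a at 0.88 (adjusted p = 0.0400). Sterol synthesis was higher as well (median 0.22, adjusted p = 0.00298, adjusted p = 0.670 with an estimated correlation). There Idi1, at 0.94 (adjusted p = 0.0247), was the 1 member that rose adjusted over the list alone.

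With an adjusted p above 0.01, 6 further lists passed in Ppard+/+ skin, each with 0 members past the gene test. Cell cycle genes (median 0.13, adjusted p = 0.0114, adjusted p = 0.784 with an estimated correlation) were higher. Hair follicle markers (median 0.14, adjusted p = 0.0290, adjusted p = 0.687 with an estimated correlation) moved up as well. The cornified envelope list was higher (median 0.22, adjusted p = 0.0452, adjusted p = 0.798 with an estimated correlation). So were endothelial markers (median 0.18, adjusted p = 0.0452, adjusted p = 0.712 with an estimated correlation). Adipocyte markers were lower (median -0.18, adjusted p = 0.0301, adjusted p = 0.665 with an estimated correlation). Mast cell markers were also lower (median -0.30, adjusted p = 0.0360, adjusted p = 0.712 with an estimated correlation). The median changes of the lists that did not pass were 0.20 (adjusted p = 0.185) for stress keratins and antimicrobial genes, 0.22 (adjusted p = 0.148) for sebaceous gland, -0.03 (adjusted p = 0.244) for immediate early genes and -0.08 (adjusted p = 0.360) for dendritic and Langerhans cells. In these lists Atf3 fell by 1.60 (SE 0.27, adjusted p = 0.00815) and Itgax fell. The values were 0.13 (adjusted p = 0.286) for p53 targets, -0.02 (adjusted p = 0.409) for collagens, -0.18 (adjusted p = 0.443) for smooth muscle and 0.15 (adjusted p = 0.329) for melanocytes. Red blood cells, with 2 genes measured, had 0.35 (adjusted p = 0.316). The last were 0.10 (adjusted p = 0.309) for Y-linked genes, -0.01 (adjusted p = 0.657) for basal keratinocytes and 0.05 (adjusted p = 0.798) for the TGF-beta pathway, where 1 gene rose and 1 fell adjusted over the list alone. Median, mean and test differed in sign for neutrophils (median -0.04, mean 0.01, tested up, adjusted p = 0.619) and fibroblasts (median -0.06, mean 0.01, tested down, adjusted p = 0.851). They also differed for Schwann cells (median 0.14, mean -0.02, tested up, adjusted p = 0.840) and cytokines (median 0.01, mean 0.00, tested down, adjusted p = 0.534). Leaving out single arrays, 8 of the 16 lists passed in every fit and the number called lay between 9, without non-irradiated Ppard+/+ replicate 4, and 16. That array alone ended the calls of sterol synthesis (adjusted p = 0.187) and B and plasma cells (adjusted p = 0.517). The call was lost for the cell cycle without non-irradiated Ppard+/+ replicate 4 or irradiated Ppard+/+ replicates 1 or 4 (adjusted p up to 0.176). Hair follicle lost it without non-irradiated Ppard+/+ replicates 2 or 4 or irradiated Ppard+/+ replicate 3 (adjusted p up to 0.283), and adipocytes without non-irradiated Ppard+/+ replicates 2 or 4 or irradiated Ppard+/+ replicate 4 (adjusted p up to 0.268). Mast cells did not pass without non-irradiated Ppard+/+ replicates 1, 2 or 4 or irradiated Ppard+/+ replicates 3 or 4 (adjusted p up to 0.319). Endothelium did not pass without non-irradiated Ppard+/+ replicates 2 or 3, irradiated Ppard+/+ replicates 2 or 3 or non-irradiated Ppard-/- replicate 4 (adjusted p up to 0.486). The cornified envelope did not pass without non-irradiated Ppard+/+ replicate 4, irradiated Ppard+/+ replicates 1 or 2, non-irradiated Ppard-/- replicates 1 or 3 or irradiated Ppard-/- replicates 1, 2 or 3 (adjusted p up to 0.146), and its direction turned in 1 of these fits. With the skeletal muscle score as a covariate, 7 calls were lost. These were sterol synthesis (adjusted p = 0.232), the cornified envelope (0.261), hair follicle (0.388), mast cells (0.672), adipocytes (0.860), skeletal muscle itself (0.929) and the cell cycle (0.878), which then tested down.

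**Figure D1:**
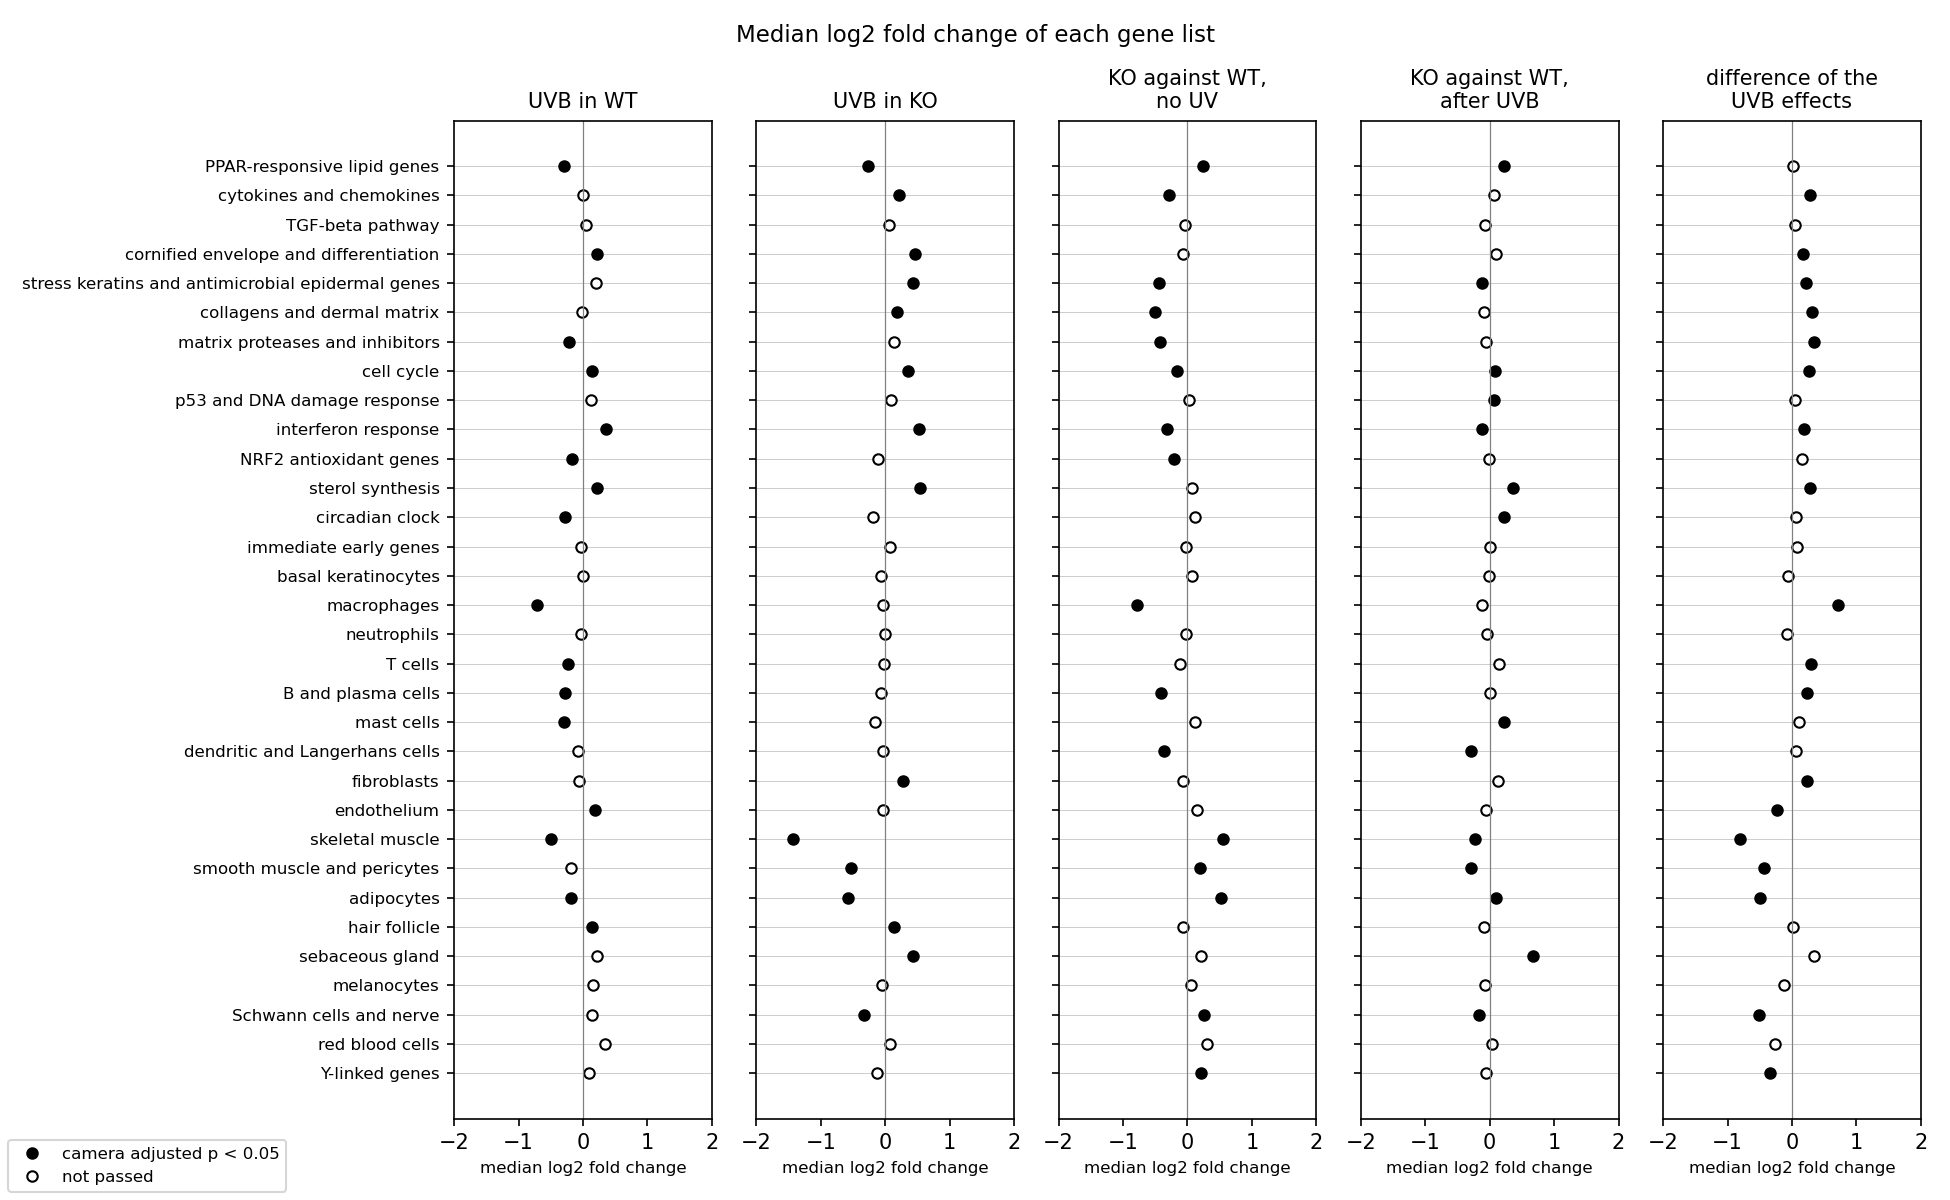
Median log2 fold change of each of the 32 lists (vertical) in the 5 comparisons, where a filled symbol marks a camera adjusted p under 0.05 at the preset correlation. Skeletal muscle markers lie at -0.49 for UV in Ppard+/+ skin and at -1.43 for UV in Ppard-/- skin, and macrophage markers at -0.72 and -0.04.

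The second comparison asked the same question in mice without PPARβ/δ. Here 603 rows passed, of which 186 rose and 417 fell. At an adjusted p under 0.05 the numbers were closer, with 1080 up and 1149 down. Rptn, a precursor of the cornified envelope, rose by 3.92 (SE 0.52, adjusted p = 0.00214). The gasdermin Gsdmc rose by 2.95 (SE 0.46, adjusted p = 0.00339). Wfdc12 rose by 2.81 (SE 0.38, adjusted p = 0.00218), and the small proline-rich protein gene Sprr1b rose by 2.61 (SE 0.37, adjusted p = 0.00233). The interferon-induced chemokines Cxcl9 and Cxcl10 rose by 2.02 and 1.95 (adjusted p = 0.00657 and 0.00393). Lce3c (2.10), Olah (1.94), the inner root sheath keratin Krt73 (1.89) and Spink7 (1.79) rose as well. Among the named decreases, the calcium release channel Ryr1 fell by 1.96 (SE 0.28, adjusted p = 0.00218). Ampd1 (-2.15), Myom2 (-2.01), Casq1 (-1.89), Mylk4 (-1.89), Cacna1s (-1.85), Mylk2 (-1.81), Usp13 (-1.78) and Mybpc2 (-1.75) fell too. Skint7, the largest decrease named, fell by 2.47 (SE 0.41, adjusted p = 0.00382). Of 412 nameable genes that passed, 411 had no overlap between irradiated and non-irradiated arrays. Among the 20 study genes 1 passed, Cxcl10, and 6 had an unadjusted p under 0.05. Snai2 stood at 0.59 (adjusted p = 0.0143), Ivl at 0.84 (adjusted p = 0.0876), Tgfb1 at -0.26 (adjusted p = 0.412), Adgre1 at -0.29 (adjusted p = 0.558) and Ppard at 0.15 (adjusted p = 0.285). The count fell to 84, 333 and 138 without non-irradiated Ppard-/- replicates 1, 2 and 3, and to 164, 8 and 83 without irradiated Ppard-/- replicates 1, 3 and 4. It was 85 in a fit on the Ppard-/- arrays alone and 142 without both arrays that stood apart. It was 0 with the skeletal muscle, hair follicle or adipocyte score as a covariate. Without a covariate and on all arrays, 7663 rows had an unadjusted p under 0.05.

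In Ppard-/- skin 15 lists passed, 10 up and 5 down. Skeletal muscle markers stood out (median -1.43, adjusted p = 5.97e-21, adjusted p = 0.323 with an estimated correlation). Of these 14 of 20 fell, and all 20 did so adjusted over the list alone. Examples besides Casq1 and Mybpc2 were nebulin, Neb (-1.58), and titin, Ttn (-1.54). Adipocyte markers were lower (median -0.58, adjusted p = 4.51e-08, adjusted p = 0.323 with an estimated correlation). Plin4 (-0.80) and Plin1 (-0.68), which coat lipid droplets, were the 2 of 12 that fell, and 10 did so adjusted over the list alone. Smooth muscle and pericyte markers were lower too (median -0.53, adjusted p = 2.95e-05, adjusted p = 0.323 with an estimated correlation). Desmin, Des (-1.52), which skeletal muscle also makes, and Synpo2 (-1.05) fell, and 6 of 10 did so adjusted over the list alone. PPAR-responsive lipid genes were again lower (median -0.27, adjusted p = 9.65e-05, adjusted p = 0.416 with an estimated correlation). There 2 of 18 fell, Ucp3 (-1.32), an uncoupling protein of skeletal muscle, and Acadl (-0.50), and 8 adjusted over the list alone. Schwann cell markers were the last list that was lower (median -0.33, adjusted p = 0.000220, adjusted p = 0.347 with an estimated correlation), with 2 of 7 that fell adjusted over the list alone.

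Stress keratins and antimicrobial genes were higher in irradiated Ppard-/- skin (median 0.43, adjusted p = 0.000147, adjusted p = 0.323 with an estimated correlation). Of 28 members 4 rose, Sprr1b, Lce3c, Stfa3 (1.75) and Krt16 (1.71), and 7 adjusted over the list alone. Interferon response genes were higher (median 0.53, adjusted p = 3.24e-11, adjusted p = 0.416 with an estimated correlation). There 2 of 28 rose, the antiviral GTPase Mx2 (1.32) and Irf9 (0.53), and 12 adjusted over the list alone. Sterol synthesis was higher (median 0.55, adjusted p = 7.24e-08, adjusted p = 0.429 with an estimated correlation). Of 18 genes 2 rose, Idi1 (1.15) and Lss (1.02), and 5 adjusted over the list alone. Cell cycle genes were higher (median 0.36, adjusted p = 3.24e-11, adjusted p = 0.429 with an estimated correlation) with 0 of 35 past the gene test and 2 that rose adjusted over the list alone. The cornified envelope list was higher (median 0.46, adjusted p = 0.000160, adjusted p = 0.670 with an estimated correlation). Rptn was the 1 member of 27 that rose, and 3 rose and 1 fell adjusted over the list alone. Cytokines and chemokines were higher (median 0.21, adjusted p = 0.0237, adjusted p = 0.609 with an estimated correlation). They held Cxcl9 and Cxcl10, and 5 of 31 rose adjusted over the list alone. Sebaceous gland markers were higher (median 0.43, adjusted p = 0.00163, adjusted p = 0.657 with an estimated correlation). Collagens were higher (median 0.19, adjusted p = 0.0143, adjusted p = 0.775 with an estimated correlation).

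Fibroblast markers passed in the same direction (median 0.28, adjusted p = 0.0494, adjusted p = 0.745 with an estimated correlation), with Dpp4 at 1.15. Hair follicle markers, among them Krt73, completed the 15 (median 0.13, adjusted p = 0.00992, adjusted p = 0.657 with an estimated correlation). The mice were hairless, and how many hair follicle markers lie near background was not tested. The macrophage markers had a median of -0.04 (adjusted p = 0.622) and Cd68 a value of -1.24 (adjusted p = 0.0490). The remaining lists had medians between -0.19 for the clock and 0.14 for matrix proteases. NRF2 antioxidant genes had a median of -0.11 (adjusted p = 0.356), where Cbr3 rose by 0.58 and Gstm1 (-0.83) and Gstm3 (-0.65) fell. The second row of Gstm3 stood at -0.16 (adjusted p = 0.632). Basal keratinocytes had -0.06 (adjusted p = 0.288), where the hemidesmosome gene Dst fell (-0.59). Median, mean and test differed in sign for matrix proteases (median 0.14, mean -0.01), immediate early genes (median 0.07, mean -0.05) and melanocytes (median -0.05, mean 0.09). All 3 tested up, with adjusted p = 0.698, 0.793 and 0.840. With single arrays left out, 11 of the 15 calls were kept in every fit. The cytokine call was lost without non-irradiated Ppard-/- replicate 3 or irradiated Ppard-/- replicates 2 or 3 (adjusted p up to 0.149). The collagen call was lost without non-irradiated Ppard-/- replicate 3 or irradiated Ppard-/- replicate 2 (adjusted p up to 0.140). The fibroblast call was lost without irradiated Ppard+/+ replicates 2 or 4, non-irradiated Ppard-/- replicates 1, 2 or 3 or irradiated Ppard-/- replicates 1 or 2 (adjusted p up to 0.149). The hair follicle call was lost without non-irradiated Ppard-/- replicate 4 or irradiated Ppard-/- replicate 3 (adjusted p up to 0.0880). The skeletal muscle score as a covariate ended 8 of the 15 calls. They were those of cytokines (adjusted p = 0.161), sterol synthesis (0.189), adipocytes (0.207), the cell cycle (0.884), hair follicle (0.919), skeletal muscle itself (0.929), Schwann cells (0.997) and sebaceous gland (0.878), which then tested down. With it 4 lists passed that had not: the TGF-beta pathway (up, adjusted p = 0.0175), immediate early genes (up, 0.0260), NRF2 genes (down, 0.00943) and mast cells (0.00887), which then tested up.

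**Figure D2:**
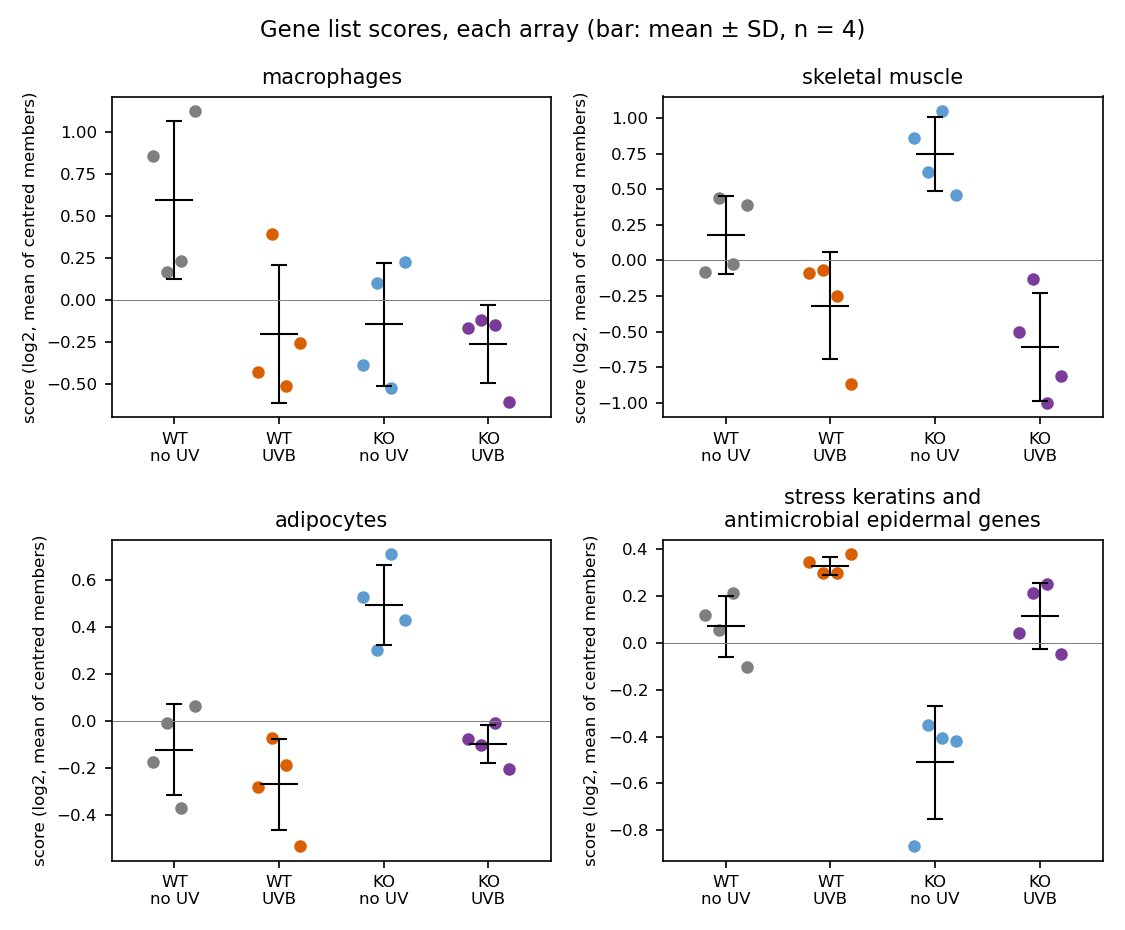
Scores of 4 marker and gene lists (log2 units, each gene centred on its mean over the 16 arrays) on every array, by group, with the group mean and SD. All 4 irradiated Ppard-/- arrays lie below all 4 non-irradiated Ppard-/- arrays for skeletal muscle and for adipocytes.

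The third comparison asked how skin differs between the genotypes without UV. Ppard itself, which checks the labels, had a change of -0.32 (adjusted p = 0.115) in Ppard-/- skin. Its levels were 7.57 ± 0.09 against 7.89 ± 0.10 (SD, n = 4) and did not overlap. Its probe set spans the transcript, and which part was deleted is not given in the sources used here. A residual signal from undeleted exons can be part of this level, and the check is a weak one. Glo1, which encodes the enzyme glyoxalase 1 that detoxifies methylglyoxal, rose by 0.995 (SE 0.11, adjusted p = 0.00533), from 9.14 ± 0.23 to 10.14 ± 0.17. The 2 rows that passed were both of Glo1, the second with a change of 0.98. No other gene passed. The smallest p-values among the rest were those of the imprinted gene Nnat (0.80, adjusted p = 0.0539), Smpx (0.82), Ucp3 (1.24), Clcn1 (0.84) and Npr3 (0.72) on the higher side, the last 4 at adjusted p = 0.107. On the lower side they were those of Dhrs9 (-0.72), Blnk (-0.74), Gcnt1 (-0.73), Myo1e (-0.53) and Snx29 (-0.41), all at adjusted p = 0.107. A second row of Snx29 had -0.05 (adjusted p = 0.795). Of the study genes 0 of 20 passed in limma and 6 had an unadjusted p under 0.05. Adgre1 stood at -0.87 (adjusted p = 0.157), Tgfb1 at -0.61 (adjusted p = 0.139) and Angptl4 at 0.23 (adjusted p = 0.655). Glo1, with 35 measured genes between it and Ppard, lies next to Dnah8 (0.58, adjusted p = 0.107). It was the 1 gene called at an adjusted p under 0.05 among 501 genes within 10 Mb of Ppard, against 0 of 19354 elsewhere (Fisher's exact test, p = 0.0252), a test that rests on 1 gene. At an unadjusted p under 0.05 the share was 14.0% within 10 Mb and 17.5% elsewhere. With 1 array left out, the 2 rows passed only without non-irradiated Ppard+/+ replicate 3, non-irradiated Ppard-/- replicate 2 or irradiated Ppard-/- replicate 4, and the count was 0 without any of the other 13 arrays. It was 0 as well in a fit on these 2 groups alone, with the replicate number as a block and with array weights. The same count of 0 was found with the skeletal muscle or adipocyte score as a covariate, and without both arrays that stood apart. In the fit on all arrays without a covariate, 5281 rows had an unadjusted p under 0.05.

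Gene groups differed between non-irradiated genotypes in 16 lists, 10 lower and 6 higher in Ppard-/- skin, in each of which 0 members passed the gene test. Adipocyte markers were higher (median 0.52, adjusted p = 3.64e-09, adjusted p = 0.323 with an estimated correlation). Of 12 members 7 rose adjusted over the list alone, with resistin, Retn, at 1.28 (adjusted p = 0.107). Skeletal muscle markers were higher (median 0.55, adjusted p = 5.22e-08, adjusted p = 0.450 with an estimated correlation). PPAR-responsive lipid genes were higher (median 0.25, adjusted p = 0.00308, adjusted p = 0.486 with an estimated correlation), of which 2 rose adjusted over the list alone. Stress keratins and antimicrobial genes were lower (median -0.45, adjusted p = 1.29e-07, adjusted p = 0.108 with an estimated correlation). Of 28 members 4 fell adjusted over the list alone, and Krt16 stood at -1.44 (adjusted p = 0.107). Macrophage markers were lower (median -0.79, adjusted p = 6.13e-08, adjusted p = 0.416 with an estimated correlation), with C1qb at -1.09 (adjusted p = 0.117). Matrix proteases were lower (median -0.42, adjusted p = 2.44e-08, adjusted p = 0.416 with an estimated correlation). There 3 of 22 fell adjusted over the list alone and Adam8 stood at -0.99 (adjusted p = 0.107). Collagens were lower (median -0.50, adjusted p = 5.71e-08, adjusted p = 0.520 with an estimated correlation), with Col1a1 at -0.76 (adjusted p = 0.176). Interferon response genes were lower (median -0.32, adjusted p = 4.65e-07, adjusted p = 0.520 with an estimated correlation).

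Cell cycle genes were lower in non-irradiated Ppard-/- skin (median -0.16, adjusted p = 0.000108, adjusted p = 0.670 with an estimated correlation). Dendritic and Langerhans cell markers were lower (median -0.36, adjusted p = 0.00108, adjusted p = 0.534 with an estimated correlation). Cytokines and chemokines were lower (median -0.29, adjusted p = 0.00114, adjusted p = 0.429 with an estimated correlation). NRF2 antioxidant genes were lower (median -0.21, adjusted p = 0.0160, adjusted p = 0.572 with an estimated correlation), with 1 that fell adjusted over the list alone. B and plasma cell markers were lower (median -0.41, adjusted p = 0.0371, adjusted p = 0.670 with an estimated correlation). Schwann cell markers were higher (median 0.26, adjusted p = 0.0134, adjusted p = 0.438 with an estimated correlation). Smooth muscle markers were higher (median 0.19, adjusted p = 0.0483, adjusted p = 0.594 with an estimated correlation), as were Y-linked genes (median 0.21, adjusted p = 0.0483, adjusted p = 0.416 with an estimated correlation). The animals were females, and the 3 measured Y-linked genes had group means between 2.63 and 3.81, below the lower quartile of every array (4.74 to 4.83). The TGF-beta pathway did not pass (median -0.04, adjusted p = 0.242), nor did p53 targets (median 0.02, adjusted p = 0.701). Melanocyte markers had a median of 0.05 with a mean of -0.01, tested up (adjusted p = 0.974). In single-array omissions 10 of the 16 lists passed in every fit. The cell cycle lost its call without non-irradiated Ppard-/- replicate 1 (adjusted p up to 0.0848). NRF2 genes lost theirs without non-irradiated Ppard+/+ replicate 3 or non-irradiated Ppard-/- replicates 1 or 3 (adjusted p up to 0.118). B and plasma cells lost theirs without non-irradiated Ppard+/+ replicate 4 or non-irradiated Ppard-/- replicates 3 or 4 (adjusted p up to 0.989), with the direction turned in 1 fit. Smooth muscle did not pass without non-irradiated Ppard+/+ replicates 1 or 3, irradiated Ppard+/+ replicate 1, non-irradiated Ppard-/- replicates 2, 3 or 4 or irradiated Ppard-/- replicates 1 or 2 (adjusted p up to 0.136). Schwann cells did not pass without non-irradiated Ppard+/+ replicate 3 (adjusted p up to 0.0913). Y-linked genes did not pass without non-irradiated Ppard+/+ replicates 2, 3 or 4, irradiated Ppard+/+ replicates 1 or 4, non-irradiated Ppard-/- replicates 1, 2 or 4 or irradiated Ppard-/- replicates 1, 2 or 3 (adjusted p up to 0.136). Adding the skeletal muscle score as a covariate ended 5 calls: NRF2 genes (adjusted p = 0.153), Schwann cells (0.531), smooth muscle (0.582), the cell cycle (0.738) and skeletal muscle itself (0.969), which then tested down. In that fit 4 other lists passed: sebaceous gland (up, adjusted p = 0.00158), sterol synthesis (up, 0.0176), immediate early genes (down, 0.0219) and the TGF-beta pathway (down, 0.0260).

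**Figure D3:**
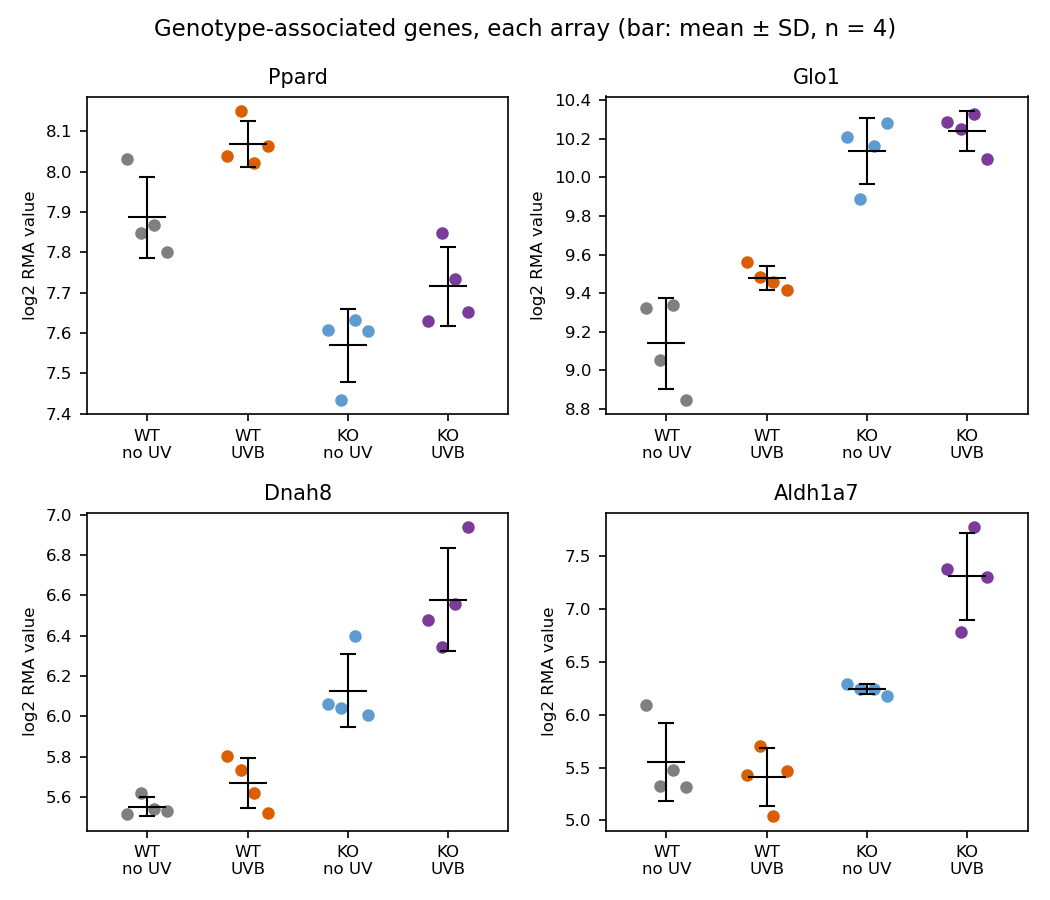
Log2 levels of Ppard, Glo1, Dnah8 and Aldh1a7 on each of the 16 arrays, by group, with the group mean and SD. Glo1 lies higher in all 8 Ppard-/- arrays than in all 8 Ppard+/+ arrays.

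The fourth comparison asked how the genotypes differ after 12 weeks of UVB. Ppard had a change of -0.35 (adjusted p = 0.364) in Ppard-/- skin (7.72 ± 0.10 against 8.07 ± 0.06), with the same limit on its probe set. The aldehyde dehydrogenase gene Aldh1a7 rose by 1.90 (SE 0.20, adjusted p = 0.00307) and was the 1 row that passed. Its levels were 5.41 ± 0.27 in Ppard+/+ skin, below the median of every array (6.37 to 6.43), and 7.31 ± 0.41 in Ppard-/- skin. Its close relative Aldh1a1, looked up after this value was seen, had a change of 0.57 (adjusted p = 0.795). Dnah8, an axonemal dynein gene, followed at 0.91 (adjusted p = 0.0232) and Glo1 at 0.76 (adjusted p = 0.0553), neither past the threshold. Other small p-values were those of Trim68 (0.73), Lvrn (0.88) and Serpinb1c (0.78) on the higher side, none past the threshold. On the lower side they were those of Meg3 (-0.98, adjusted p = 0.0965), Wdfy1 (-0.47, adjusted p = 0.111), Meiob (-0.92, adjusted p = 0.254), Odc1 (-0.70, adjusted p = 0.364) and Ppard itself. Of the 20 study genes 0 passed in limma, and 1, Ppard, had an unadjusted p under 0.05. Cxcl10 stood at 0.61 (adjusted p = 0.846), Tgfb1 at -0.20 (adjusted p = 0.915), Il6 at -0.08 (adjusted p = 0.969) and Il1b at -0.05 (adjusted p = 0.995). At an adjusted p under 0.05, Dnah8 was called within 10 Mb of Ppard and Aldh1a7 elsewhere (1 of 501 against 1 of 19354 genes, Fisher's exact test, p = 0.0498). At an unadjusted p under 0.05 the shares were 5.79% and 5.69%. With windows of 5 and 20 Mb the same exact test gave p = 0.0248 and 0.0663. The Aldh1a7 call was lost without irradiated Ppard+/+ replicates 1, 3 or 4 and without irradiated Ppard-/- replicates 1, 3 or 4, each leaving 0 rows. It was also lost in a fit on these 2 groups alone and with the replicate number as a block. The adipocyte score as a covariate ended it too, as did leaving out both arrays that stood apart. On all arrays without a covariate, 2165 rows had an unadjusted p under 0.05.

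After UV, 14 lists differed between the genotypes, 8 higher and 6 lower in Ppard-/- skin, with 0 members past the gene test. PPAR-responsive lipid genes were higher (median 0.23, adjusted p = 2.44e-08, adjusted p = 0.323 with an estimated correlation). Among them was the mitochondrial acylcarnitine carrier Slc25a20 at 0.57 (adjusted p = 0.684). Sterol synthesis was higher after UV (median 0.36, adjusted p = 6.38e-08, adjusted p = 0.429 with an estimated correlation). Sebaceous gland markers were higher too (median 0.67, adjusted p = 1.14e-07, adjusted p = 0.429 with an estimated correlation), with the melanocortin receptor Mc5r at 1.06 (adjusted p = 0.644). Clock genes were higher (median 0.22, adjusted p = 0.00332, adjusted p = 0.333 with an estimated correlation). Skeletal muscle markers were lower (median -0.23, adjusted p = 3.90e-05, adjusted p = 0.609 with an estimated correlation). Dendritic and Langerhans cell markers were lower (median -0.29, adjusted p = 4.82e-05, adjusted p = 0.429 with an estimated correlation). Smooth muscle markers were lower (median -0.29, adjusted p = 6.65e-05, adjusted p = 0.323 with an estimated correlation). Schwann cell markers were lower (median -0.16, adjusted p = 0.00546, adjusted p = 0.429 with an estimated correlation).

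The other 6 lists that passed after UV had an adjusted p above 0.01. Stress keratins were lower in Ppard-/- skin (median -0.12, adjusted p = 0.0183, adjusted p = 0.416 with an estimated correlation). Interferon response genes were lower (median -0.12, adjusted p = 0.0118, adjusted p = 0.736 with an estimated correlation). Cell cycle genes were higher (median 0.08, adjusted p = 0.0205, adjusted p = 0.784 with an estimated correlation). Targets of p53 were higher (median 0.07, adjusted p = 0.0250, adjusted p = 0.416 with an estimated correlation). Adipocyte markers were higher (median 0.10, adjusted p = 0.0250, adjusted p = 0.657 with an estimated correlation). Mast cell markers were higher (median 0.21, adjusted p = 0.0365, adjusted p = 0.712 with an estimated correlation). Cytokines had a median of 0.07 (adjusted p = 0.431), macrophages of -0.13 (adjusted p = 0.534) and the TGF-beta pathway of -0.08 (adjusted p = 0.339). Median, mean and test differed in sign for NRF2 genes (median -0.01, mean 0.01, tested up, adjusted p = 0.974) and immediate early genes (median -0.002, mean 0.004, tested up, adjusted p = 0.555). Of the 14 calls, 8 were kept in every fit without 1 array. Stress keratins lost theirs without irradiated Ppard+/+ replicate 1 or irradiated Ppard-/- replicates 1 or 4 (adjusted p up to 0.0791). Interferon genes lost theirs without irradiated Ppard+/+ replicates 1 or 2 or irradiated Ppard-/- replicates 1 or 4 (adjusted p up to 0.369). The cell cycle call ended without irradiated Ppard+/+ replicates 2 or 3 or irradiated Ppard-/- replicates 1, 3 or 4 (adjusted p up to 0.415). That of p53 targets ended without irradiated Ppard+/+ replicates 2 or 4 or irradiated Ppard-/- replicate 3 (adjusted p up to 0.0840). Adipocytes did not pass without irradiated Ppard+/+ replicate 4 or irradiated Ppard-/- replicates 2 or 3 (adjusted p up to 0.544). Mast cells did not pass without non-irradiated Ppard+/+ replicate 4, irradiated Ppard+/+ replicates 3 or 4 or irradiated Ppard-/- replicates 1 or 2 (adjusted p up to 0.442). As a covariate, the skeletal muscle score ended 5 calls: p53 targets (adjusted p = 0.0685), Schwann cells (0.155), interferon genes (0.398), skeletal muscle itself (0.938) and the cell cycle (0.984). Hair follicle markers passed with it (down, adjusted p = 0.0190).

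The last comparison asked whether the UV effect depends on Ppard. For single genes it could not be shown: limma passed 0 rows, with 3991 at an unadjusted p under 0.05. The smallest adjusted p was that of Smpx, which encodes a small protein of striated muscle, at -1.39 (SE 0.19, adjusted p = 0.0642). Its mean levels were 9.81 and 9.86 without and with UV in Ppard+/+ skin and 10.62 and 9.28 in Ppard-/- skin. Snx9 (0.57), Hipk2 (0.54), Cep162 (0.53), Snx29 (0.52) and Max (0.50) came next on the higher side. On the lower side it was Nnt (-1.02), St3gal6 (-1.01), Epdr1 (-0.98) and Mapk12 (-0.81) that followed, all 9 genes at adjusted p = 0.285. The second row of Snx29 had 0.14 (adjusted p = 0.622). Genes that had passed in Ppard-/- skin alone were not shown to differ: Rptn at 2.21 (adjusted p = 0.338), Sprr1b at 2.10 (adjusted p = 0.285) and Cxcl10 at 1.28 (adjusted p = 0.361). The other study genes lay between -0.04 for Ppard (adjusted p = 0.925) and 1.07 for Col14a1 (adjusted p = 0.361). Tgfb1 stood at 0.41 (adjusted p = 0.544) and Smad7 at -0.01 (adjusted p = 0.977). Across 19938 genes, the UV effects in Ppard+/+ and Ppard-/- skin correlated with Pearson's r = 0.548 (jackknife SE over arrays 0.127) and Spearman's rho = 0.371. Of 132 genes that passed in Ppard+/+ skin, 130 had the same sign in Ppard-/- skin. Of 425 that passed in Ppard-/- skin, 400 had the same sign in Ppard+/+ skin. Over all genes the share with the same sign was 58.9%. The genes that fell in Ppard+/+ skin had a median of -1.09 there and -0.57 in Ppard-/- skin. Those that fell in Ppard-/- skin had a median of -0.99 there and -0.31 in Ppard+/+ skin. The genes were chosen by their fall in 1 genotype, on the same arrays that gave its median. A smaller median in the other genotype can follow from that choice, so no weaker UV response there can be read from it. Shared calls were 8 genes up and 12 down, and 0 genes passed in opposite directions.

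**Figure D4:**
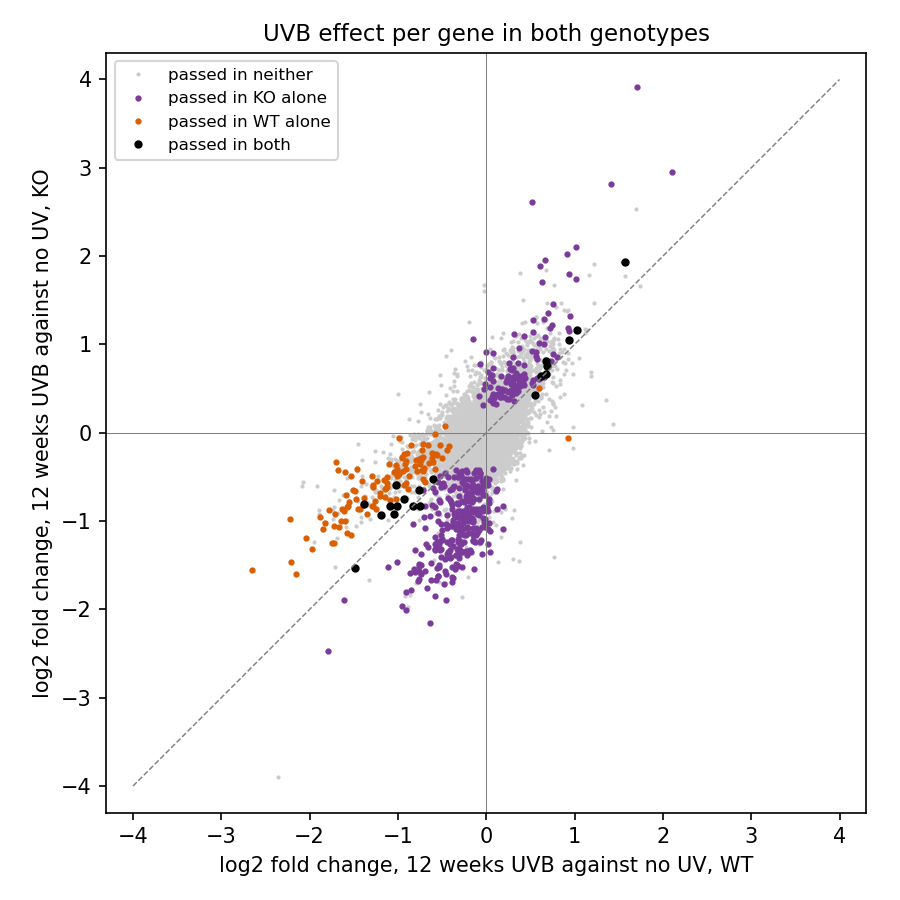
Log2 fold change with UV in Ppard+/+ (horizontal) and Ppard-/- skin (vertical) for 19938 genes (Pearson's r = 0.548). Coloured points passed in Ppard+/+ skin, in Ppard-/- skin or in both (20 genes), and the dashed line marks equal change.

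For gene groups, camera found a difference of the UV effects in 18 lists, 12 with a more positive and 6 with a more negative effect in Ppard-/- skin, and 0 members passed the gene test. Skeletal muscle markers had the more negative UV effect in Ppard-/- skin (median -0.80, adjusted p = 3.24e-11, adjusted p = 0.416 with an estimated correlation), with Myoz1 at -1.16 (adjusted p = 0.285). Adipocyte markers went the same way (median -0.49, adjusted p = 9.61e-05, adjusted p = 0.429 with an estimated correlation). So did smooth muscle markers (median -0.43, adjusted p = 7.91e-05, adjusted p = 0.323 with an estimated correlation). Schwann cell markers did as well (median -0.52, adjusted p = 0.000380, adjusted p = 0.350 with an estimated correlation), with Sox10 as the 1 of 7 that passed adjusted over the list alone. The UV effect on macrophage markers was more positive (median 0.72, adjusted p = 4.82e-05, adjusted p = 0.520 with an estimated correlation), with C1qb at 1.11 (adjusted p = 0.342). The effect on cell cycle genes was more positive (median 0.27, adjusted p = 7.58e-06, adjusted p = 0.657 with an estimated correlation). That on matrix proteases was too (median 0.35, adjusted p = 0.000377, adjusted p = 0.609 with an estimated correlation). Collagens followed (median 0.32, adjusted p = 0.00166, adjusted p = 0.712 with an estimated correlation). Cytokines and chemokines had a more positive effect (median 0.28, adjusted p = 0.00191, adjusted p = 0.438 with an estimated correlation).

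Sterol synthesis had the more positive UV effect in Ppard-/- skin (median 0.28, adjusted p = 0.00411, adjusted p = 0.670 with an estimated correlation). Stress keratins did too (median 0.22, adjusted p = 0.00593, adjusted p = 0.350 with an estimated correlation). Differences nearer the threshold began with interferon response genes (median 0.19, adjusted p = 0.0118, adjusted p = 0.736 with an estimated correlation). T cells were next (median 0.29, adjusted p = 0.0237, adjusted p = 0.572 with an estimated correlation). Fibroblasts had a positive difference (median 0.23, adjusted p = 0.0334, adjusted p = 0.721 with an estimated correlation). B and plasma cells had one as well (median 0.24, adjusted p = 0.0418, adjusted p = 0.674 with an estimated correlation). The cornified envelope list came close to the threshold (median 0.17, adjusted p = 0.0451, adjusted p = 0.798 with an estimated correlation). Endothelium had a negative difference (median -0.24, adjusted p = 0.0457, adjusted p = 0.712 with an estimated correlation). Y-linked genes, which lay below the lower quartile of every array in these females, had one too (median -0.33, adjusted p = 0.0397, adjusted p = 0.416 with an estimated correlation). PPAR-responsive lipid genes (median 0.01, adjusted p = 0.645) and the TGF-beta pathway (median 0.05, adjusted p = 0.676) showed no difference that passed. Neutrophil markers had a median of -0.08 with a mean of 0.02, tested down (adjusted p = 0.843). With single arrays omitted, 9 of the 18 calls were kept in every fit and the number called lay between 13 and 18. Collagens lost their call without non-irradiated Ppard+/+ replicate 4 (adjusted p up to 0.0987). Sterol synthesis lost its call without non-irradiated Ppard+/+ replicate 2 (adjusted p up to 0.109). Interferon genes did not pass without non-irradiated Ppard+/+ replicate 4, irradiated Ppard+/+ replicate 4, non-irradiated Ppard-/- replicate 2 or irradiated Ppard-/- replicates 2 or 3 (adjusted p up to 0.325). T cells did not pass without non-irradiated Ppard+/+ replicates 1 or 4, irradiated Ppard+/+ replicate 4, non-irradiated Ppard-/- replicate 3 or irradiated Ppard-/- replicate 2 (adjusted p up to 0.103). B and plasma cells did not pass without non-irradiated Ppard+/+ replicate 4, irradiated Ppard+/+ replicates 3 or 4, non-irradiated Ppard-/- replicates 3 or 4 or irradiated Ppard-/- replicates 2 or 4 (adjusted p up to 0.916). Fibroblasts did not pass without non-irradiated Ppard+/+ replicates 1 or 4, irradiated Ppard+/+ replicate 3, non-irradiated Ppard-/- replicates 2 or 3 or irradiated Ppard-/- replicates 1 or 2 (adjusted p up to 0.425). Endothelium lost its call without non-irradiated Ppard+/+ replicates 2 or 3, irradiated Ppard+/+ replicates 2 or 3, non-irradiated Ppard-/- replicates 3 or 4 or irradiated Ppard-/- replicates 1 or 3 (adjusted p up to 0.355). The cornified envelope lost its call without non-irradiated Ppard+/+ replicates 1, 2 or 3, irradiated Ppard+/+ replicates 3 or 4, non-irradiated Ppard-/- replicates 2 or 4 or irradiated Ppard-/- replicates 3 or 4 (adjusted p up to 0.384). Y-linked genes lost theirs without non-irradiated Ppard+/+ replicates 2 or 4, irradiated Ppard+/+ replicates 1 or 4, non-irradiated Ppard-/- replicates 1, 2 or 4 or irradiated Ppard-/- replicates 2 or 4 (adjusted p up to 0.104). Under the skeletal muscle covariate 7 calls were lost: Schwann cells (adjusted p = 0.176), adipocytes (0.2495), the cornified envelope (0.398), endothelium (0.407), the cell cycle (0.803), sterol synthesis (0.860) and skeletal muscle itself (0.977). Mast cells (up, adjusted p = 0.00191) and immediate early genes (up, 0.00780) passed with it. In all 5 comparisons, none of the list calls held with an estimated correlation. Camera then called 0 lists each time, with 2, 5, 2, 4 and 4 at an unadjusted p under 0.05, and fry called 2, 7, 3, 0 and 3.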

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

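The tests on the 2 rows of Glo1, on genes around Ppard for the averaged genotype effect, on dermal markers, on the UV effect of macrophage markers in both genotypes and on tissue depth were chosen after the results were seen, and the single-array tests and the regroupings of arrays were chosen before.

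In 46 of 912 groups of 4 arrays, 1 array lay far from the other 3: its gap to the nearest, as a share of the range of its group, passed Dixon's 95% critical value. Chance gives 45.6 such groups. By group, the genes and their gap shares were, for non-irradiated Ppard+/+ skin, Slc15a3 (0.938) and Bhlhe41 (0.908) in replicate 2, Spink5 (0.924), Kdm5d (0.8291), Odc1 (0.907) and the cornified envelope score (0.896) in replicate 4, Dpp4 (0.846) in replicate 3, and Alas2 (0.922) and Enah (0.975) in replicate 1. In irradiated Ppard+/+ skin they were Notch3 (0.871), Col14a1 (0.957) and Odc1 (0.882) in replicate 1, Tgfbr1 (0.836) and Blnk (0.937) in replicate 2, Stfa3 (0.871), Cnn1 (0.876) and the cornified envelope score (0.887) in replicate 3, and Mylpf (0.832) in replicate 4. In non-irradiated Ppard-/- skin they were Pmp22 (0.867), Cldn5 (0.948), Actg2 (0.963) and the stress keratin score (0.869) in replicate 1, Ppard (0.867) and Plin1 (0.858) in replicate 2, Retnlg (0.866), Dnah8 (0.866), Aqp7 (0.830) and the dendritic and Langerhans cell score (0.944) in replicate 3, and Krt28 (0.840) and Max (0.981) in replicate 4. In irradiated Ppard-/- skin they were Fbxo30 (0.863), Snx29 (0.896) and Ifit3 (0.918) in replicate 1, Dst (0.865), Il1rap (0.886), Casq1 (0.845), Slc4a1 (0.888), Fdft1 (0.869), Rrm2 (0.833) and St3gal6 (0.833) in replicate 2, Dpp4 (0.850) and the B and plasma cell score (0.865) in replicate 3, and Bhlhe41 (0.879), Mark1 (0.869), C1qb (0.851) and the macrophage score (0.910) in replicate 4. Irradiated Ppard-/- replicate 2 occurs most often, 7 times. The cornified envelope score of non-irradiated Ppard+/+ replicate 4 was -0.996 against 0.15 to 0.28 in the other 3 arrays.

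A difference of the UV effects between the genotypes passed camera in 18 lists, with medians (Ppard-/- minus Ppard+/+) of 0.715 for macrophages, 0.346 for matrix proteases, 0.315 for collagens, 0.288 for T cells, 0.284 for sterol synthesis, 0.282 for cytokines, 0.271 for the cell cycle, 0.236 for B and plasma cells, 0.230 for fibroblasts, 0.223 for stress keratins, 0.189 for interferon response genes and 0.174 for the cornified envelope, and of -0.804 for skeletal muscle, -0.519 for Schwann cells, -0.494 for adipocytes, -0.428 for smooth muscle, -0.334 for Y-linked genes (below the lower quartile of every array) and -0.235 for endothelium. None of these passed with an estimated correlation, and each uses the non-irradiated groups of both genotypes.

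Regrouping the arrays shows how far counts can rise in groupings other than the real one. Some of these keep most arrays of a group together and so hold part of a real difference, which chance alone would not give. For genes, the largest count under the other regroupings was 1 row for UV in Ppard+/+ skin (175 in the real grouping). It was 0 for UV in Ppard-/- skin (603), for genotype without UV (2) and for genotype after UV (1). In each, the real grouping was the 1 of 35 with a count as high. Chance alone is unlikely to give the UV counts. The genotype counts rest on 1 gene each, Glo1 and Aldh1a7, and leaving out single arrays ended both calls. A count of 1 gene against 0 is too small for the regrouping to decide on chance there. The effect averaged over UV states, added after the data had been seen, was 0.88 for Glo1 (SE 0.08, limma, adjusted p = 0.000254). For Aldh1a7 it was 1.29 (SE 0.14, limma, adjusted p = 0.00169). All 8 Ppard-/- arrays lay above all 8 Ppard+/+ arrays for Glo1. These values argue against chance for these 2 genes. For the difference of the UV effects the real count was 0, which makes 100 of 100 regroupings as high by definition (highest other 2), so nothing follows from it. For lists chance cannot be excluded in any comparison, but other groupings can hold part of a real difference, so the test does not decide. With the real grouping included, 10 of 35 were as high for UV in Ppard+/+ skin (16 lists, highest other 21). For UV in Ppard-/- skin it was 4 of 35 (15, highest other 16). For genotype it was 8 of 35 without UV (16, highest other 21) and 6 of 35 after UV (14, highest other 18). For the difference it was 7 of 100 (18, highest other 20). For the UV effects, an absolute correlation as large was found in 5 of 100 groupings, the real one included (0.548, highest other 0.579). Chance cannot be excluded for this correlation either, and the test counts negative correlations too.

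Glo1 and Dnah8, which lie side by side, were higher in Ppard-/- skin. Averaged over UV states, the second Glo1 row gave a genotype effect of 0.868 (SE 0.0799), which argues against a fault confined to 1 row. Whether the 2 rows share probes was not tested, so a probe fault common to both is not excluded. A segment of another strain carried along with the targeted gene stays open. For the genotype effect averaged over UV states, 3 genes within 10 Mb of Ppard and 1 elsewhere were called (Fisher's exact test, p = 6.27e-05). That count goes with a segment, but it includes Glo1 and Dnah8, the genes that define the pattern. Apart from them, 1 gene within 10 Mb and 1 elsewhere were called (Fisher's exact test, p = 0.0496), too few to decide. An effect of the loss of Ppard on these genes from a distance cannot be told apart from a segment here, as the number of Ppard-/- arrays with Glo1 at or below the highest Ppard+/+ array was 0 of 8 and both explanations give a separation by genotype. The strain of origin of this region was not tested.

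Macrophage markers were lower after UV in Ppard+/+ skin. A single array is unlikely to be the cause, since the score change closest to 0 with 1 array left out was -0.620. The arrays were uneven, however. Non-irradiated Ppard+/+ replicates 1 and 4 scored 0.86 and 1.13, against 0.17 and 0.24 for replicates 2 and 3. Irradiated Ppard+/+ replicate 2 scored 0.39, above non-irradiated replicates 2 and 3. Relative to fibroblast and endothelial markers the change was -0.909 (SE 0.177), which argues against a general shift of the share of dermal cells between the groups. Fibroblast scores did go with the macrophage scores among non-irradiated Ppard+/+ arrays. They were 0.28 and 0.55 in replicates 1 and 4, against -0.35 and -0.46 in replicates 2 and 3. A difference in dermal share between these single mice therefore stays open. The change in Ppard-/- skin minus that in Ppard+/+ skin was 0.681 (SE 0.380), so a UV effect common to both genotypes remains possible. Cell numbers were not measured.

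Skeletal muscle and adipocyte markers were lower after UV in Ppard-/- skin. The muscle score change closest to 0 with 1 array left out was -1.23, which argues against a single array. Relative to fibroblast and endothelial markers the muscle change was -1.49 (SE 0.262), which argues against a general shift of tissue below the epidermis. The spread of the muscle score within groups was 0.325 against a median of 0.192 over lists and ranked 6 of 32, while the spreads of the adipocyte (0.167, rank 19), Schwann cell (0.145) and smooth muscle (0.129) scores lay below that median. The muscle score leaves open that the depth at which skin was taken differed between mice, and the low spread of the adipocyte score does not exclude it. In non-irradiated Ppard-/- skin, replicate 3 was highest for muscle (1.05) and for adipocytes (0.71). In irradiated Ppard+/+ skin, replicate 4 was lowest for both (-0.86 and -0.53). Non-irradiated Ppard+/+ replicates 2 and 4 were the highest of their group in both scores. Irradiated Ppard-/- skin went the other way, with replicate 3 lowest for muscle (-0.996) and highest for adipocytes (-0.008). Non-irradiated Ppard-/- skin had the highest group mean for muscle (0.75) and adipocytes (0.49). Irradiated Ppard-/- skin was lowest for muscle (-0.61), but for adipocytes (-0.10) not below non-irradiated Ppard+/+ skin (-0.12). The genotype difference without UV and the difference of the UV effects use the same 4 non-irradiated Ppard-/- arrays. An effect of UV on muscle and fat below the skin is the biological alternative. The data cannot separate it from depth of sampling or from high values in these 4 arrays.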

How the results depend on the processing

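Leaving out both arrays that stood apart was chosen after the data had been seen, and all other alternatives before. Numbers of rows called are given in the order UV in Ppard+/+ skin, UV in Ppard-/- skin, genotype without UV and genotype after UV. Leaving out each array in turn gave 0 to 345, 8 to 741, 0 to 2 and 0 to 1 rows, always 0 for the difference of the UV effects, and 9 to 16, 12 to 15, 14 to 19, 12 to 15 and 13 to 18 lists in the 5 comparisons. Fits on the 2 groups compared gave 0, 85, 0 and 0 rows, with fewer arrays to estimate the spread, and leaving out both arrays that stood apart 7, 142, 0 and 0. The replicate number as a block gave 3, 375, 0 and 0, and deviations of arrays with the same number correlated at r between -0.180 and 0.145 over 24 pairs, of which 5 exceeded 0.1, so the numbers do not pair the arrays. An adjusted p under 0.05 gave 863 (186 up and 677 down) and 2229 rows (1080 up and 1149 down) for UV and 2 for genotype after UV. With the muscle score as a covariate the counts were 0 for UV in Ppard+/+ skin, 0 for UV in Ppard-/- skin and 0 for genotype without UV, with the hair follicle score 0 and 0 for UV, and with the adipocyte score 1, 0, 0 and 0; such scores take up part of any effect that moves with them. Dim rows left out gave 393 for UV in Ppard+/+ skin, 1 row per gene 311 there, 1 for genotype without UV (Glo1 counted once) and 2 after UV, where fewer rows are tested, and array weights gave 282 and, without UV, 0. An estimated correlation left 0 lists in all 5 comparisons, fry called 2, 7, 3, 0 and 3, and the muscle covariate 9, 11, 15, 10 and 13, with 7, 8, 5, 5 and 7 calls lost and 0, 4, 4, 1 and 2 gained. Windows of 5 and 20 Mb around Ppard gave p = 0.0248 and 0.0663 after UV (Fisher's exact test). The correlation of the UV effects lay between 0.483 and 0.599 with single arrays left out. One called value reversed: Mybpc2 for UV in Ppard-/- skin was 0.0398 with the muscle score, of which it is a member. Of 9242 values of named genes under alternatives, 8321 kept their side of the threshold, of which 132 uncalled values turned sign, 878 of the 1930 called were weaker and 42 were stronger. Where no reason is given, the cause was not tested. Signal near background limits dim genes, and 4 arrays per group limit all.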

Other observations

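The UV effect averaged over the genotypes, and the genotype effect averaged over UV states, were added after the data had been seen. Averaged over genotypes, 1590 rows passed for UV, 644 up and 946 down. Among the largest increases, Rptn rose by 2.81 (SE 0.36, adjusted p = 0.000699), Gsdmc by 2.53 (SE 0.33, adjusted p = 0.000699) and Serpinb12 by 2.11 (SE 0.37, adjusted p = 0.00247), with Wfdc12 at 2.11, Olah at 1.76, Aox4 at 1.73, Scd3 at 1.701, Sprr1b and Lce3c at 1.56 each and Serpinb6c at 1.48. The keratin gene Krt77 fell by 3.12 (SE 0.59, adjusted p = 0.00366), and Skint7 (-2.13), Mamdc2 (-2.10), Tm4sf19 (-1.88), Itgax (-1.84), Mylk4 (-1.75), Atp6v0d2 (-1.64), Stap1 (-1.62), Bex1 (-1.61) and Rgs1 (-1.60) fell as well.

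Averaged over UV states, 4 rows of 3 genes passed for genotype, all higher in Ppard-/- skin: Aldh1a7 rose by 1.29 (SE 0.14, adjusted p = 0.00169), Glo1 by 0.88 (SE 0.08, adjusted p = 0.000254) and Dnah8 by 0.74 (SE 0.08, adjusted p = 0.00189). At an adjusted p under 0.05, Meiob joined them at -0.93 (adjusted p = 0.0141), and 3 of these 4 genes, all but Aldh1a7, lie within 10 Mb of Ppard in GRCm38.p6. Btbd9, the measured gene on the other side of Glo1, had values of 0.27 without UV and 0.29 after UV, neither past the threshold.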
